# Dynamic DNA methylation landscape defines brown and white cell specificity during adipogenesis

**DOI:** 10.1016/j.molmet.2016.08.006

**Published:** 2016-08-17

**Authors:** Yen Ching Lim, Sook Yoong Chia, Shengnan Jin, Weiping Han, Chunming Ding, Lei Sun

**Keywords:** Brown adipogenesis, White adipogenesis, DNA methylation, Hoxc10, Next generation sequencing

## Abstract

**Objective:**

DNA methylation may be a stable epigenetic contributor to defining fat cell lineage.

**Methods:**

We performed reduced representation bisulfite sequencing (RRBS) and RNA-seq to depict a genome-wide integrative view of the DNA methylome and transcriptome during brown and white adipogenesis.

**Results:**

Our analysis demonstrated that DNA methylation is a stable epigenetic signature for brown and white cell lineage before, during, and after differentiation. We identified 31 genes whose promoters were significantly differentially methylated between white and brown adipogenesis at all three time points of differentiation. Among them, five genes belong to the Hox family; their expression levels were anti-correlated with promoter methylation, suggesting a regulatory role of DNA methylation in transcription. Blocking DNA methylation with 5-Aza-cytidine increased the expression of these genes, with the most prominent effect on *Hoxc10*, a repressor of BAT marker expression.

**Conclusions:**

Our data suggest that DNA methylation may play an important role in lineage-specific development in adipocytes.

## Highlights

• DNA methylation is a stable epigenetic signature for brown and white adipocyte lineage.
• We identified 31 genes whose promoters were significantly differentially methylated between white and brown adipogenesis.
• Blocking DNA methylation with 5-Aza-cytidine increase the expression of a group of HoxC genes.

## 1 Introduction

Sedentary life style and frequent consumption of energy-dense food are primary causes for the escalating obesity rate. Obesity is a known risk factor for type 2 diabetes, cardiovascular diseases, hyperglycaemia, dyslipidaemia, hypertension, and cancers [1], [2], [3]. As such, understanding fat biology is a key area of interest. While white adipose tissues (WAT) function mainly as a primary organ for energy storage in the form of triglycerides to provide fuels during starvation, brown adipose tissues (BAT) serves as the major organ for non-shivering thermogenesis. Brown adipocytes are densely packed with uncoupled mitochondria expressing high levels of *Ucp1* that facilitates proton leak across the inner membrane to matrix, resulting in heat generation. Recent studies have also shown the existence of a third category of fat cells, known as beige or brite adipocytes. Dispersed among white adipose tissues, these beige adipocytes look indistinguishable from white adipocytes in the basal state but take morphological resemblance to BAT and express high levels of *Ucp1* when activated by β-adrenergic receptor agonist or proliferator-activated receptor-γ (*Ppar-γ*) [4], [5], [6]. This unique feature of brown and beige adipocytes make them attractive targets for obesity therapy [5], [6], [7], [8], which has been further bolstered by the recent re-discovery of BAT in adult human using positron emission tomography (PET) scans [9], [10], [11].

Elucidating molecular mechanisms underlying lineage-specific development in brown and white adipocytes is a topic of great interest. Recent years have seen significant progress in understanding the transcriptional regulatory circuits in these processes [12], but our knowledge about epigenetic regulation at DNA methylation level remains very limited. DNA methylation is one of the most extensively studied epigenetic mechanisms in a variety of biological processes including cell differentiation, cell type specificity, X chromosome inactivation, genomic imprinting, and development [13], [14]. Selective examination of methylation status of adipogenic markers (*Leptin*, *Pparg2*, *Fabp4* and *LPL*) and non-adipogenic makers (*MYOG*, *CD31* and *GAPDH*) in human mesenchymal stem cells, adipose tissue-derived stems cells, and embryonic stem cells showed that adipogenic promoters tend to be hypomethylated compared to non-adipogenic promoters, suggestive of an epigenetic control on the expression of adipogenic genes [15]. A previous study by Gentile et al. [16] reported that silencing *DNMT1* resulted in an acceleration of adipogenesis, which was accompanied by an apparent early induction of adipocyte-specific genes (*Glut4*, *Fabp4* and *PPARγ*). Adiponectin, a glucose metabolism regulator, was also found to be hypermethylated in promoter region of obese mice [17].

In this study, we seek to understand the epigenetic contribution of DNA methylation in controlling adipocyte differentiation and brown/white cell type definition. We comprehensively analyzed the DNA methylome of brown and white adipocytes during the course of differentiation. We found an overall hypermethylation in mature adipocytes compared with preadipocytes as well as in white adipocytes compared with brown adipocytes across the course of adipogenesis. Comparative analysis of brown vs. white methylome reveals differential methylation states of a set of *Hox* genes, whose mRNA levels are depot specific and likely regulated by DNA methylation.

## 2 Results

### 2.1 An overview of DNA methylation profiles for three adipogenesis models

To profile the DNA methylome for lineage specific adipogenesis, we isolated primary murine brown and white pre-adipocytes from interscapular and inguinal depots, respectively, for *in vitro* differentiation to mature adipocytes as described in the Methods. To examine methylome changes during browning and BAT activation, we also treated white adipocytes with norepinerephine (NE) for five days and acutely treated brown adipocytes with NE for 4 h to induce the expression of key BAT markers (Figure 1A). The biological validity of each model was confirmed by real-time quantitative PCR to examine the expression of the pan-adipogenic markers (*AdipoQ, Fabp4, Pparγ*) and BAT-specific markers (*Pgc1*α*, Ucp1, Cidea*) across the differentiation stages (Figure 1B).

Each of these nine samples listed in Figure 1A was subjected to a modified reduced representation bisulfite sequencing (RRBS) pipeline developed in-house [18] to quantify DNA methylation. Using a minimum sequencing depth of 10 as a cut off, we obtained an average of 1.3 million autosomal CpGs per sample with a minimal conversion rate at 99.2% (Figure S1A–S1B). To facilitate comparison, only CpGs with ≥10 coverage in all nine samples were retained for downstream analysis. This reduced the pool of analyzable autosomal CpGs to 838,481. Similar to previous study in human placenta [19], 33%, 40% and 33% of these sites were distributed in promoters (defined as 1 kb upstream and 500 bp from TSS, 287,243 CpGs, 33%), gene bodies (defined as from end of promoter to TTS, 315,733 CpGs, 40%) and intergenic regions (27%) (Figure 1C top panel). About half of the CpGs were located within 6 kb of annotated CpG island (CGIs), comprising of CGIs (37%), CG shores (2 kb up/downstream from CGI, 10%), and CG shelves (2 kb up/downstream from CG shores, 3%) (Figure 1C bottom panel). On a regional level, 47.5% of promoters, 56.1% of gene bodies and 63.8% of CGIs are covered by at least two CpGs (Figure 1C). Out of the 838,481 CpGs, 122,818 CpGs (14.7%) were mapped to repetitive elements (Figure S1C).

To ask what biological information the DNA methylome and transcriptome may encode, we performed principle component analysis and hierarchical clustering to both datasets. 

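Total RNA was sequenced from cultured brown (BAT, interscapular depot) and white (WAT, inguinal depot) cells on day 0, before induction, and on days 4 and 6 of differentiation. There was 1 library for each cell type and day, 6 in all, so no condition had a replicate. The libraries were made with a directional kit and read in paired ends; the authors aligned the reads to mm9 with Tophat and deposited the gene expression values that Cufflinks gave as FPKM. The deposited table holds 37841 gene entries, of which 14101 are at 0 in every library. Fragment counts were not analysed here, and depth was estimated from the steps between low FPKM values. It came to approximately 16.1, 18.6 and 18.9 M fragments for BAT on days 0, 4 and 6 and to 8.60, 20.1 and 18.4 M for WAT, which makes WAT day 0 the shallowest library.
The RNA of the libraries differed in makeup. RNAs encoded by the mitochondrial genome took 2.84%, 5.54% and 15.3% of the FPKM sum in BAT on days 0, 4 and 6, and 4.71%, 11.1% and 14.1% in WAT. Genes of cytosolic ribosomal proteins took 27.8% in WAT on day 0, 13.4% in BAT on day 0 and between 8.67% and 13.5% in the other libraries. *Fabp4*, the fatty acid binding protein of adipocytes, alone took 5.59% in BAT and 5.33% in WAT on day 4.
Values were compared as log2(FPKM + 1) over the 14413 genes with an FPKM of at least 1 in at least 1 library, with the entry of highest mean kept where a symbol was repeated. On this scale the change of low genes is understated. Days 4 and 6 against day 0, day 6 against day 4 and BAT against WAT were tested with limma in a model with a term for cell type and a term for day, and p was adjusted by the Benjamini-Hochberg method. The residual of that model holds noise and any response that differs between the cell types, since days are not replicate cultures. A difference between 2 single libraries has no replicate check, and the median of a gene list was placed among 10000 random lists of equal size and similar expression to describe it. The gene lists, apart from a second macrophage list, and the rule for naming genes were fixed before the data were examined. The median of all genes also moves with the scaling: BAT lay above WAT on day 0 by 0.21, by 0.02 after median-ratio scaling and by 0.79 as TPM, and BAT on day 6 lay below day 0 (-0.21, and -0.81 as TPM). A listed 0 is not always an absence of RNA, as *Acly*, which encodes ATP citrate lyase, stands at 129 FPKM in BAT on day 0, at 0 in BAT on days 4 and 6 and in WAT on day 4, and at 277 in WAT on day 6. Of the tested genes, 1183 have an exact 0 in at least 1 library. The libraries of norepinephrine-treated cells and the methylation data were not analysed here.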

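Brown and white cells moved far from their preadipocytes in the transcriptome and stayed closer to each other. Day of differentiation took 65.6% of the variance of log2(FPKM + 1) over all tested genes, cell type 14.1%, and 20.3% belonged to neither. On the first principal component, which held 58.4% of the variance, BAT and WAT on day 0 scored -108 and -83.3, while the 4 libraries of days 4 and 6 scored from 33.7 to 59.1. The second component (18.8%) set the preadipocytes of BAT (-59.2) apart from those of WAT (70.0). The next (10.7%) set BAT on days 4 and 6 (42.4 and 24.6) apart from WAT (-40.6 and -29.3), but not over the protein-coding genes alone (-29.3 and 4.55 in BAT, -5.42 and 37.9 in WAT) or with each gene at unit variance, where it set day 4 (-49.3 in BAT and -25.5 in WAT) apart from day 6 (29.8 and 57.0). It was also lost with no exact 0, with the length trend removed and on FPKM that was not log transformed.
In hierarchical clustering by Euclidean distance with complete linkage, the BAT and WAT libraries of day 0 joined each other at a height of 134 and the differentiated cells only at 187. Among the differentiated cells, BAT on days 4 and 6 joined at 75.5 and WAT on days 4 and 6 at 86.6, and both pairs met at 98.2. This pairing by cell type changed with the setting. On FPKM that was not log transformed, with each gene at unit variance, and with a pseudocount of 5, BAT and WAT of day 6 joined first. Over the 12695 protein-coding genes alone, BAT and WAT paired by day on day 6 (56.8) and on day 4 (57.3), against distances of 57.7 between the BAT and 60.1 between the WAT libraries. In every setting the last join was that of the day 0 libraries with the other 4. With 1 library per condition, these distances have no test.

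**Figure D1:**
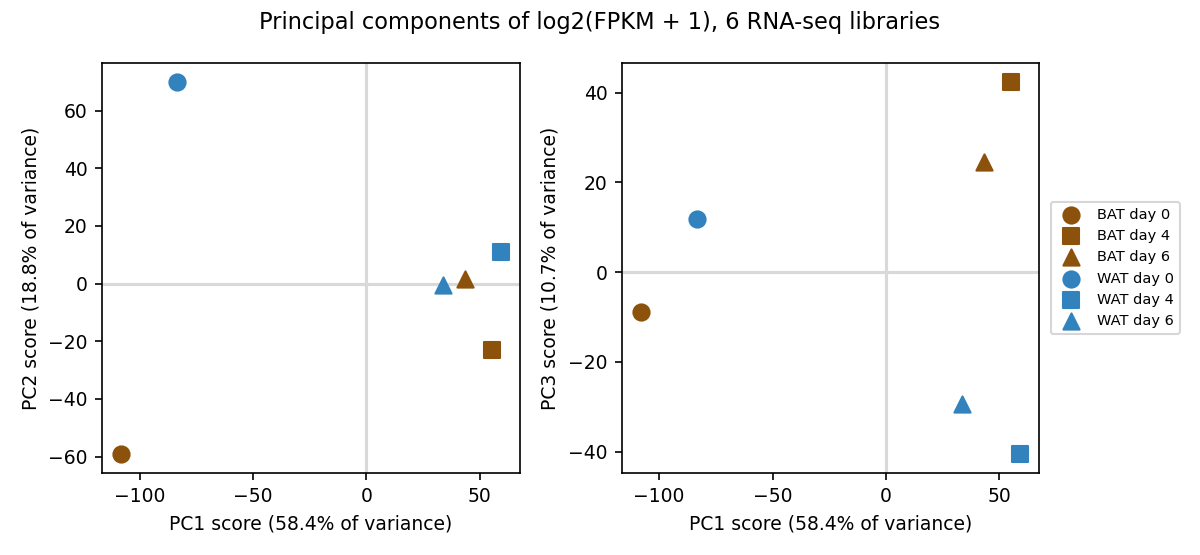
Scores of the 6 libraries on the first and second principal component (left) and on components 1 and 3 (right), in units of log2(FPKM + 1), with 1 point per library, BAT in brown and WAT in blue. The day 0 libraries lie at -108 and -83.3 on the first component, and BAT and WAT part on component 3 after induction, which was lost over the protein-coding genes alone and with each gene at unit variance.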

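Genes that make and store fat rose with differentiation in both cell types. Of 19 measured genes of triglyceride synthesis and the lipid droplet, 17 rose from day 0 to days 4 and 6 and none fell at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment (17 when adjusted over the list alone). On day 6 the median gene of this list stood 2.83 above day 0 in BAT and 2.73 in WAT. *Cidec*, a protein of the lipid droplet, went from 2.04 FPKM on day 0 to 563 on day 4 and 245 on day 6 in BAT and from 4.58 to 806 and 361 in WAT. Of 9 genes of lipolysis, 8 rose (8 when adjusted over the list alone), with medians on day 6 of 4.00 in BAT and 4.17 in WAT. *Pnpla2*, the first lipase of triglyceride breakdown, reached 2094 FPKM in BAT and 1585 in WAT on day 6, from 37.9 and 70.0 on day 0. Of 17 genes of fatty acid synthesis, 10 rose and none fell (11 and none when adjusted over the list alone), among them *Fasn* and *Scd1*, with medians on day 6 of 1.54 in BAT and 2.83 in WAT. Sterol genes went the other way: of 19 genes of cholesterol synthesis and its control, 10 fell and *Pmvk* rose (12 and 1 when adjusted over the list alone).
Over all 14413 genes, limma called 1629 higher and 1524 lower on days 4 and 6 than on day 0. Any library left out leaves the fit fewer residual degrees of freedom, and whether day 4 carries the calls was not tested. The number fell most without a day 4 library. It was 439 in all without BAT on day 4 and 491 without WAT on day 4, 1696 without BAT on day 6 and 4738 without WAT on day 0. Without BAT on day 4, 10 of the triglyceride and lipid droplet genes and 6 of the fatty acid synthesis genes rose and no sterol gene fell; without WAT on day 4 these numbers were 12, 6 and 1, and without BAT on day 6, 6 sterol genes fell. Over the list alone, 9, 10 and 10 sterol genes still fell. The call of *Pmvk* over all genes was lost without any 1 of these 3 libraries. At least 2-fold higher on day 4 were 2462 genes in BAT and 2163 in WAT, with 3340 and 2737 lower; as TPM, the split in BAT was 1905 higher and 5623 lower. On day 6 the split was 2323 higher and 3653 lower in BAT (1516 and 6667 as TPM) and 2666 and 2015 in WAT (2170 and 2485 after median-ratio scaling). On day 4, 1463 genes were higher in both cell types, against 370 if the lists were independent, 1507 were lower in both, against 634, and 118 went opposite ways (Pearson correlation across genes 0.625). On day 6 these numbers were 1321 against 430, 1046 against 511, and 261 (Pearson correlation across genes 0.516). Between days 4 and 6, limma called 0 genes (561 at an unadjusted p under 0.05, smallest adjusted p 0.0531). These 561 are fewer than the share of 0.05 of the 14413 genes that would pass with no difference.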

Clustering with transcriptome data revealed separation of samples by their states of differentiation (Figure 1D) associated with a functional specialization towards lipid metabolism (Figure S3A). However, DNA methylomes grouped samples by cell types regardless their differentiation status (Figure 1E). Noteworthy, NE treatment in WAT and BAT did not change their clustering pattern based on DNA methylation. Therefore, our results demonstrated that DNA methylation signature represents a stable epigenetic mark for different cell lineages.

### 2.2 Overall hypermethylation during adipogenesis

To determine how the DNA methylome changes during adipogenesis, we examined DNA methylation profile changes during the time course of differentiation at single CpG and genomic region levels. First, all analyzed CpGs were categorized into lowly methylated (LM, <30%), partially methylated (PM, 30–70%) and highly methylated (HM, >70%) classes. During both white and brown adipogenesis, there was a decrease in LM CpGs and a corresponding increase of PM and HM CpGs (Figure 2A). Further assessment of methylation difference for each CpG revealed a consistent higher abundance of hyper- than hypomethylated CpGs relative to an earlier time point (Figure 2A, Figure S2A). These data suggested an overall increase in DNA methylation during both white and brown adipogenesis. Interestingly, although most of the significantly differentially methylated CpGs (DMC) (Figure 2B) were located in intronic and intergenic regions, dominance of hypermethylation was most pronounced in promoter regions (Figure 2C). Independent functional enrichment analyses on significantly differentially methylated promoters (DMP) of brown and white adipogenesis (day 0 vs day 4) showed significant enrichments in cell proliferation and differentiation (Figure S2B).

### 2.3 White adipocytes exhibit consistent overall hypermethylation compared to brown adipocytes during all differentiation stages

Intrigued by cell lineage specificity of the DNA methylome from Figure 1F, we proceeded to investigate the systematic differences between BAT and WAT throughout adipogenesis. Time-matched comparisons between BAT and WAT revealed hypermethylated CpGs significantly outnumbered hypomethylated CpGs (p < 0.05, binomial test, Figure 2D,E). Similar to findings from adipogenesis time course analysis, significantly differentially methylated CpGs (DMCs) (Figure 2F) were mostly located in intronic or intergenic regions. However, unlike in adipogenesis time course analysis, dominance of hypomethylated DMCs (with respect to WAT) was found in exonic regions instead of promoters (Figure 2F). In addition, significantly differentially methylated promoters (DMPs) between mature BAT and WAT showed enrichment for networks related to brown fat functions (Figure S2C).

### 2.4 General anti-correlation between promoter methylation and gene expression

To investigate if changes in promoter DNA methylation were associated with gene expression changes, we used transcriptome data obtained from sample-matched RNA-seq data. 

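Genes of the mitochondrial respiratory chain were higher in differentiated than in day 0 cells of both types. All 36 subunits of complex I were at least 2-fold higher on day 6 than on day 0 in BAT and 27 were in WAT, and their median FPKM went from 50.1 to 493 in BAT and from 139 to 370 in WAT. The change in BAT from day 0 to day 6 also followed transcript length (Spearman correlation across 8525 protein-coding genes -0.456, against -0.00132 in WAT). With that trend removed, the complex I median on day 6 went from 3.25 to 2.50 above day 0 in BAT and from 1.56 to 1.44 in WAT. By limma with Benjamini-Hochberg adjustment, 33 of the 36 rose on days 4 and 6 (36 when adjusted over the list alone), as did all 23 measured genes of complexes II to IV and cytochrome c, 9 of 15 subunits of ATP synthase (13 when adjusted over the list alone), 17 of 18 genes of the TCA cycle (18) and 19 of 20 genes of mitochondrial fatty acid oxidation (19). *Cox7a1*, a complex IV subunit of muscle and brown fat (ENSMUSG00000074218), went from 1.11 FPKM to 1246 on day 4 and 1968 on day 6 in BAT and from 7.59 to 1054 and 1089 in WAT, a log2 change of 8.25 (standard error 0.59, adjusted p = 0.00114 from limma). *Cpt1a* was the gene of fatty acid oxidation that fell, with a log2 change of -2.14 (standard error 0.36, adjusted p = 0.00967 from limma), while *Cpt1b*, which also carries fatty acids into mitochondria, rose by 3.80.
On day 6 these groups were higher in BAT than in WAT. The median of the complex I genes was 0.42 above WAT, with all 36 higher, that of complexes II to IV and cytochrome c was 0.45 above, with all 23 higher, and that of fatty acid oxidation was 0.67 above, with all 20 higher and 4 of them at least 2-fold. Each of these 3 medians lay at percentile 100 among the random lists of similar expression. The TCA cycle stood 0.54 and ATP synthase 0.34 above WAT. On day 4 the complex I median was -0.02 (0.10 as TPM), with 15 of 36 genes higher (percentile 95.7), ATP synthase was at -0.17, with 4 of 15 higher (percentile 46.8), and complexes II to IV were at 0.12 (-0.06 after median-ratio scaling), with 15 of 23 higher (percentile 99.9). Fatty acid oxidation was at 0.45 and the TCA cycle at 0.47. The difference of BAT from WAT on day 4 also rose with transcript length across 8525 protein-coding genes (Spearman correlation 0.309). Its median went from -0.15 in the shortest 10% to 0.34 in the longest 10%. Genes of the TCA cycle and of fatty acid oxidation have longer transcripts (median length 2702 and 2270) than those of complex I and ATP synthase (1014 and 955). Part of this split on day 4 may therefore follow length. The RNAs encoded by the mitochondrial genome stood lower in BAT on day 4, with a median of -0.94 and 0 of 15 higher (percentile 0). On day 6 they stood at 0.19 (percentile 96). On day 6 *Acadm* was at 435 FPKM in BAT and 247 in WAT, *Hadha* at 329 and 163, and *Sdhb* at 625 and 427. Triglyceride and lipid droplet genes differed by 0.04 (-0.02 as TPM). General adipocyte markers stood 0.23 above WAT (percentile 99.5) and macrophage markers at -1.58, and whether a larger share of other cells in WAT carries part of these differences was not tested.
On day 0 complex I stood the other way. Its median in BAT was -1.39 relative to WAT, with 29 of 36 genes at least 2-fold lower (percentile 0.16 among the random lists). Complexes II to IV stood at -1.21 and ATP synthase at -1.32, but at percentiles 9.37 and 5.89 neither lay apart from random lists. Fatty acid oxidation was at -0.08 (0.53 as TPM) and the TCA cycle at 0.05 (-0.18 after median-ratio scaling). Over 8525 protein-coding genes, the difference of BAT from WAT on day 0 rose with transcript length, from a median of -0.96 in the shortest 10% to 1.04 in the longest 10%, and with that trend removed the complex I median was -0.66.
The calls for days 4 and 6 changed with the libraries kept, and any library left out leaves the fit fewer residual degrees of freedom. Without a library of day 4 the residual comes from days 0 and 6 alone, so a lost call need not be a lost rise. Whether day 4 carries the calls was not tested. Without BAT on day 4, 1 gene of complex I passed over all genes and 29 over the list alone. Without WAT on day 4 these numbers were 3 and 33, and without BAT on day 6, 19 and 34. ATP synthase then had 0 calls each time, over all genes and over the list alone, and complexes II to IV had 2, 3 and 11 (17, 23 and 23 over the list alone). Without BAT or WAT on day 4 the TCA cycle had 8 and 10 rises (16 and 18 over the list alone) and fatty acid oxidation 12 and 13 (19 and 19), and the call of *Cpt1a* over all genes was lost in both, though not over the list alone. Across all 3 days, limma called 0 genes of complex I or fatty acid oxidation between BAT and WAT (1 and 2 at an unadjusted p under 0.05, and 0 over each list alone); without the day 0 libraries, 9 of the 20 genes of fatty acid oxidation were higher in BAT over the list alone.

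**Figure D2:**
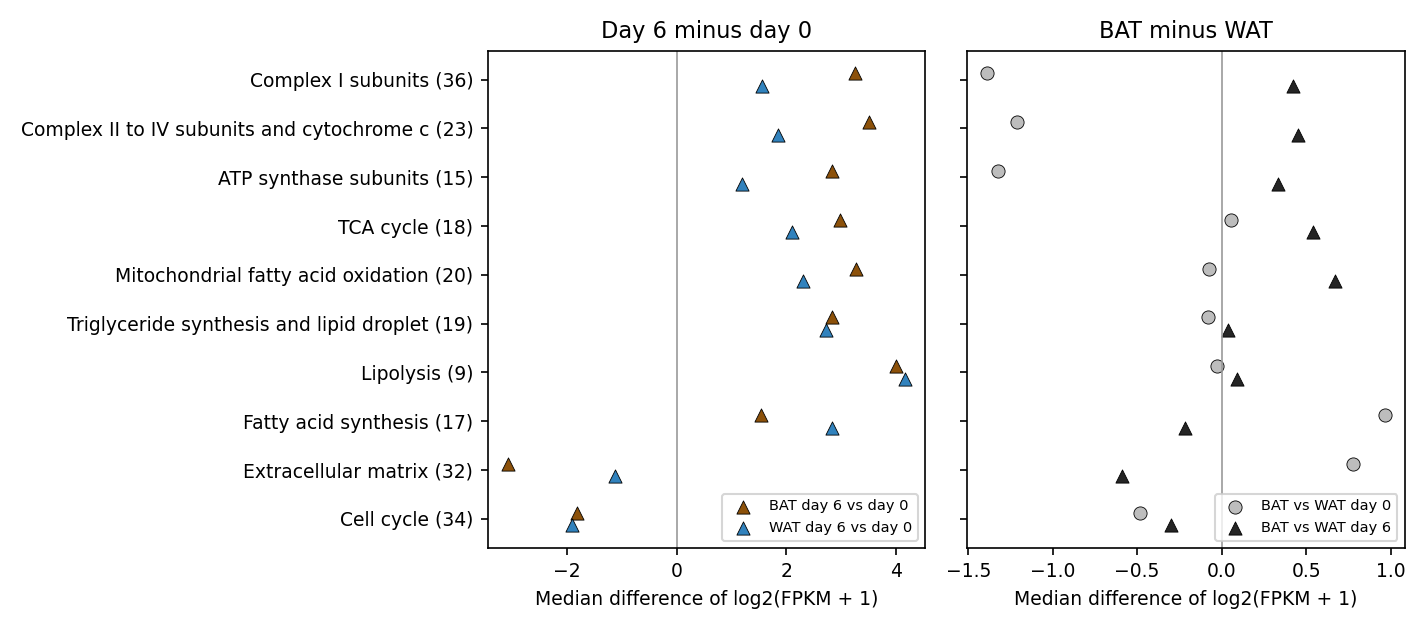
Median difference in log2(FPKM + 1) of the genes of each list, with the number of measured genes in brackets: left, day 6 minus day 0 in BAT (brown) and WAT (blue); right, BAT minus WAT on day 0 (circles) and on day 6 (triangles). Complex I lies at -1.39 on day 0 and at 0.42 on day 6; the TCA cycle point of day 0, at 0.05, is at -0.18 after median-ratio scaling.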

Global gene ontology analyses on the regulated genes during white and brown adipogenesis showed significant enrichments in mitochondrial respiratory chain and lipid metabolic process terms respectively (Figure S3A), whereas top up-regulated GO in mature BAT relative to mature WAT includes mitochondrial respiratory chain and fatty acid oxidation (Figure S3B). This clearly demonstrated that our RNA-seq data accurately reflects biological changes during differentiation and between different cell types. 

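The markers of mature adipocytes rose and those of preadipocytes fell in both cultures. Of 15 general adipocyte markers, 13 rose and none fell on days 4 and 6 by limma with Benjamini-Hochberg adjustment (14 when adjusted over the list alone). *Adipoq*, which encodes adiponectin, went from 59.0 FPKM on day 0 to 823 on day 4 and 1174 on day 6 in BAT and from 122 to 934 and 889 in WAT, a log2 change of 3.46 (standard error 0.41, adjusted p = 0.00355; 0.0570 without BAT on day 4 and 0.0528 without WAT on day 4). *Pparg*, the transcription factor that drives adipogenesis, rose by 3.33 (standard error 0.25, adjusted p = 0.00121 from limma), from 19.6 to 171 and 222 in BAT and from 12.0 to 110 and 171 in WAT. Of 17 preadipocyte and stromal markers, 10 fell (15 when adjusted over the list alone), and of 32 genes of the extracellular matrix 21 fell (22). *Col1a1* went from 4004 to 306 FPKM in BAT by day 6 and from 1444 to 649 in WAT. By the rule for named genes, the 10 largest rises were *Cox7a1*, *Thrsp*, *Rbp4*, *Cidec*, *Slc2a4*, *Cdo1*, *O3far1*, *Sult1a1*, *Cox8b* and *Fabp4*, with log2 changes from 5.83 to 8.25. *Slc2a4*, the insulin-responsive glucose transporter, went from 0.332 to 186 FPKM in BAT and from 2.57 to 152 in WAT by day 6. Among the 10 largest falls were the chemokine gene *Ccl8* (-5.87) and *Ctgf* (-4.92), with 7 loci annotated as miRNA and 9930013L23Rik. Several of the miRNA loci share the same FPKM in each library.
After induction, brown markers were higher in BAT. On day 6 the median of 20 brown adipocyte markers was 0.60 higher in BAT, with 5 genes at least 2-fold higher and 1 lower, and on day 4 it was 0.86 higher, with 10 and 0, while on day 0 it was at -0.05 (0.17 as TPM), with 5 and 5. The difference of BAT from WAT on day 4 also rose with transcript length across protein-coding genes (Spearman correlation 0.309). The median transcript length of the brown markers was 3124, so part of their day 4 median may follow length. Over this list alone, limma called *Zic1*, *Lhx8*, *Ebf2* and *Pdk4* higher in BAT across the days, with log2 differences of 2.56, 1.86, 1.14 and 1.14. *Zic1*, a transcription factor of brown preadipocytes, was at 14.5 FPKM in BAT and 0.0852 in WAT on day 0. *Cidea* was at 284 FPKM in BAT and 34.1 in WAT on day 4 and at 115 and 9.84 on day 6. *Ucp1*, the uncoupling protein of brown fat, stayed low, at 9.93 and 3.65 FPKM in BAT on days 4 and 6 and at 0.477 and 0.175 in WAT; its log2 difference across days was 1.19 (standard error 0.78, adjusted p = 0.674 from limma). Of 11 white markers, *Hoxc9*, *Retn*, *Dpt* and *Psat1* were lower in BAT over the list alone. At least 2-fold lower in BAT on day 6 were 3 of the 11, and 2 were at least 2-fold higher. *Retn*, which encodes resistin, was at 521 FPKM in BAT and 1105 in WAT on day 6. Macrophage genes were also lower in BAT: on day 6, 9 of 10 markers were at least 2-fold lower, with a median of -1.58, and *Cd68*, *Lyz2*, *Tyrobp* and *Fcer1g* were called over the list alone, with *Lyz2* at 54.4 FPKM in BAT and 193 in WAT.
Over all genes, limma called 0 between BAT and WAT across days (815 at an unadjusted p under 0.05, smallest adjusted p 0.0817), and over the protein-coding genes alone *Hoxc10* and *Hoxa10*. The 815 are little more than the share of 0.05 of all tested genes that would pass with no difference. No gene passed over all genes, so those with the largest differences are named without that criterion. The 10 higher in BAT were short loci annotated as miRNA. Several of these loci share the same FPKM within a library, so they need not be separate signals, here and in the calls without day 0. Among those higher in WAT were *Hoxc10*, *Hoxa10*, *Hoxa9* and 5 major urinary protein genes led by *Mup10* (-3.28, standard error 0.39), near-identical copies whose fragments may be split among them. At least 2-fold higher in BAT than WAT on day 0 were 2988 genes and lower 1867 (2199 and 2437 after median-ratio scaling, 6399 and 895 as TPM), on day 4 506 and 444 (347 and 629, 792 and 425), and on day 6 259 and 589.
Without BAT on day 4, WAT on day 4 or BAT on day 6, the preadipocyte markers that fell were 2, 3 and 7 (8, 11 and 9 over the list alone) and the matrix genes 7, 8 and 13, and *Fabp4* had an adjusted p of 0.173, 0.186 and 0.0574. Without day 4 no brown marker and 1 white marker passed over its list alone, without day 6 2 of each did, and without day 0 limma gave 9 calls over all genes, 8 loci annotated as miRNA that were higher in BAT and the small nuclear RNA U4 that was lower, while without either day 0 library it gave 3.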

An overall negative correlation between promoter methylation and gene expression was observed when comparing WAT and BAT types (Figure S4A) and cells at different time course of adipogenesis (Figure S4B).

### 2.5 Hox family genes were consistently differentially methylated between brown and white adipogenesis at all time points

We identified 31 genes with significant changes in DNA methylation when comparing BAT vs. WAT at all three time points during adipogenesis (Figure 3A). Out of these 31 genes (Figure 3B), 23 and 8 were hyper- and hypomethylated, respectively, in WAT compared to BAT. There was a significant enrichment of an important class of transcription factors, Hox family genes, including *Hoxa2*, *Hoxa5*, *Hoxc4*, *Hoxc9* and *Hoxc10* (p < 0.01, hypergeometric test). Hox gene members are a super family of transcription factors [20], which are highly conservative in sequence and functions. Recent work has demonstrated the involvement of Hox genes in the adipogenic field such as cell specific expression and involvement in metabolic diseases such as diabetes [20], [21]. For instance, *Hoxc9*, hypermethylated in BAT, is a well-established white fat marker [22] (Figure 3B). *Hoxc8* was highly expressed in human WAT progenitor cells to repress brown fat markers [23].

Interestingly, for all these five *Hox* genes, gene expression by RNA-seq inversely correlates with the methylation pattern. *Hoxa2*, *Hoxa5* and *Hoxc4* were enriched in BAT, consistent with their hyper-methylation, while the expression of *Hoxc9* and *Hoxc10* was lower in BAT, consistent with their hypo-methylation. Furthermore, the relative expressions of these genes were confirmed by q-PCR. 

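The 5 *Hox* genes differed between brown and white cells by the same direction on each of the 3 days. *Hoxa2* (ENSMUSG00000014704, chromosome 6 from 52112350 to 52115412 in mm9) was at 2.67, 1.84 and 2.37 FPKM in BAT on days 0, 4 and 6 and at 0.0972, 0.516 and 0.680 in WAT. *Hoxa5* (ENSMUSG00000038253, chromosome 6 from 52151753 to 52154586) was at 7.17, 14.3 and 11.7 FPKM in BAT and at 1.86, 2.41 and 1.95 in WAT. *Hoxc4* (ENSMUSG00000075394, chromosome 15 from 102849367 to 102867274) was at 6.42, 5.49 and 4.35 FPKM in BAT and at 2.59, 1.45 and 1.42 in WAT. *Hoxc9* (ENSMUSG00000036139, chromosome 15 from 102806870 to 102815530) was at 0.558, 0.391 and 0.181 FPKM in BAT and at 10.4, 4.65 and 7.16 in WAT. *Hoxc10* (ENSMUSG00000022484, chromosome 15 from 102797227 to 102802324) was listed at 0 in BAT on days 0 and 6 and at 0.0879 FPKM on day 4, which corresponds to approximately 3.13 fragments, and was at 14.9, 20.6 and 26.2 FPKM in WAT.
*Hoxc10* had the smallest p of all 14413 genes in the comparison of BAT with WAT. Its log2(FPKM + 1) difference was -4.36 (standard error 0.31, adjusted p = 0.0817 from limma with Benjamini-Hochberg adjustment). *Hoxc9* differed by -2.56 (standard error 0.33, adjusted p = 0.273) and *Hoxa5* by 1.93 (standard error 0.30, adjusted p = 0.349). *Hoxa2* differed by 1.22 (standard error 0.33) and *Hoxc4* by 1.20 (standard error 0.29), both with an adjusted p of 0.674. When adjusted over the list alone, all 5 pass, with *Hoxa2* highest at 0.00913 and *Hoxc10* lowest at 2.83e-05. Without day 4 *Hoxc4* no longer passes (0.112) and *Hoxa2* and *Hoxa5* rise to 0.0373. The log2 differences of *Hoxc4*, *Hoxa2* and *Hoxa5* were then 1.10, 1.37 and 1.81 (standard errors 0.59, 0.49 and 0.61). Without day 0 or day 6 all 5 pass. Over the longer lists of *Hox* clusters A and C, 4 and 2 genes were called higher in BAT and 2 and 3 lower. Without day 4, 0 and 0 were called higher, while without BAT on day 4 alone 2 and 2 were still called lower. The study chose the list on the methylation of the same cultures, so the count over the list alone is not independent evidence. An exact permutation test of 3 libraries against 3 cannot give a p under 0.1. With each day kept on both sides, as the term for day requires, the splits are fewer and this limit is higher. The adjusted p of *Hoxc10* ran from 0.0128 over the protein-coding genes alone to 0.889 without day 4 (0.999 and 1.00 without BAT or WAT of that day), although its log2 difference without day 4 was -4.38 (standard error 0.62) with 4 libraries left. *Hoxc8*, which the paper names for human white progenitors, was at 6.41, 3.74 and 4.78 FPKM in BAT and at 8.38, 5.71 and 8.45 in WAT.
The promoter methylation of the same cultures was not analysed here. Setting these expression values beside it (Figure 3B, C), the paper states that the expression of all 5 genes runs inversely to their methylation. It also gives q-PCR of these genes and their expression in mouse tissues and human fat (Figure 3C, D, E). The genes it then names as consistently anti-correlated are *Hoxa2*, *Hoxa5*, *Hoxc9* and *Hoxc10*. With 5-Aza-cytidine, the paper next asks whether promoter methylation acts on the transcription of these *Hox* genes.

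**Figure D3:**
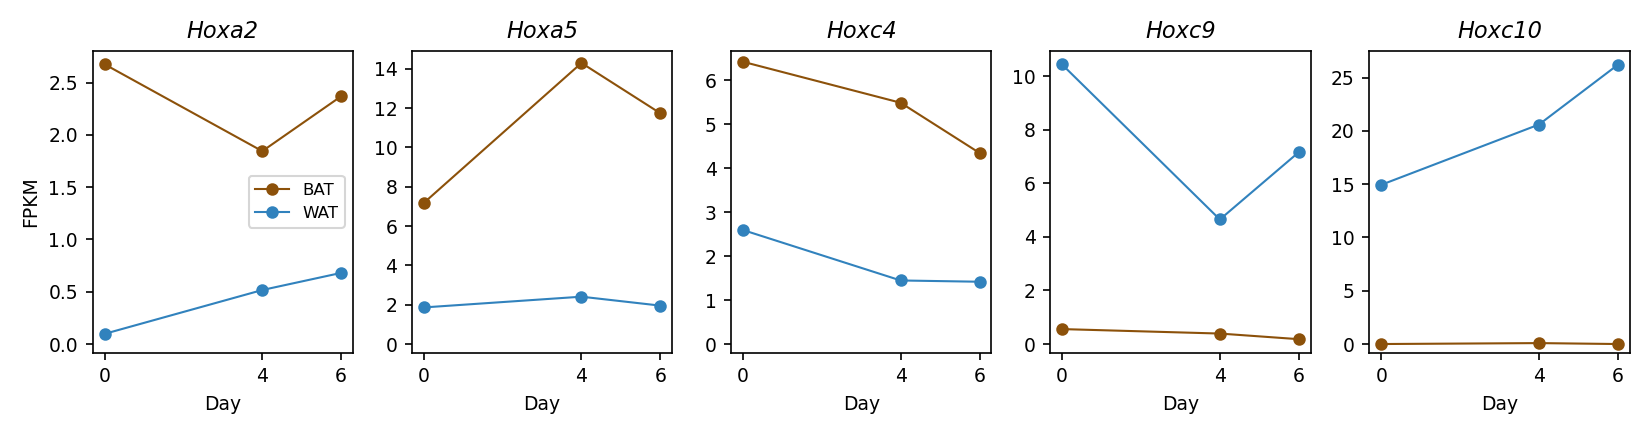
FPKM of *Hoxa2*, *Hoxa5*, *Hoxc4*, *Hoxc9* and *Hoxc10* by day of differentiation, with 1 library per point, BAT in brown and WAT in blue, and a separate scale for each gene. BAT lies above WAT on all 3 days for *Hoxa2*, *Hoxa5* and *Hoxc4*, and WAT above BAT for *Hoxc9* and *Hoxc10*, which reaches 26.2 FPKM in WAT on day 6.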

*Hoxa2*, *Hoxa5*, *Hoxc9* and *Hoxc10* showed consistent anti-correlation between methylation and gene expression changes (Figure 3C, right panel). Additionally, we analyzed the relative expressions of these *Hox* genes in mice tissue samples and observed a similar pattern as the *in vitro* model (Figure 3D).

To test whether the expression pattern of these genes is conserved between mouse and human, we examined RNA-seq data obtained from human adult subcutaneous and fetal brown adipose fats (Figure 3E). Consistent with both mouse *in vitro* and *in vivo* models, *Hoxc9* and *Hoxc10* exhibited tissue specific expression in human.

### 2.6 Inhibition of DNA methylation in Hox gene promoters by 5-Aza-cytidine treatment up regulates gene expression

Next, we asked if there is a potential causative relationship between promoter DNA methylation and gene expression for the *Hox* genes. We induced both white and brown pre-adipocytes to differentiate for five days in the presence of 5-Aza-cytidine, a blocker of methylation. Upon 5-Aza-induced demethylation, *Hoxa2* and *Hoxa5* were significantly upregulated in WAT, where their promoters were hypermethylated, but not in BAT, where their promoters were lowly methylated. *Hoxc9* and *Hoxc10* were up regulated more in BAT than in WAT, probably due to their hyper-methylation in BAT (Figure 4A). Hoxc10 was of particular interest and chosen for further analysis, because it manifested the most significant change in expression upon de-methylation, and our recent data have demonstrated that it is a repressor for BAT marker expression in WAT, which will be reported in a separate study.

Because 5-Aza treatment causes global demethylation, it is possible the observed changes in gene expression are due to an indirect effect. To exclude this possibility, we treated preadipocytes with 5-Aza for 3 days without adding the differentiation cocktail (Figure 4B), and, in a separate experiment, treated the differentiated mature brown adipocytes (D5) (Figure 4C) with 5-Aza for three days. Up-regulation of *Hoxc10* was detected in both cases, which argues that the up regulation of *Hoxc10* by demethylation is likely to be a causative effect and independent of the differentiation process.

To provide a precise picture of the methylation status in *Hoxc10* promoter at individual CpG level, we performed bisulfite conversion and cloned *Hoxc10* promoter region for sequencing (Figure 4D). Consistently with our high throughout sequencing data, methylation was only found in BAT but not WAT. Upon 5-Aza treatment, more than 60% of the CpG sites were unmethylated (Figure 4E), which was accompanied by an up-regulation of *Hoxc10* expression (Figure 4A–C). Taken together, our study demonstrated that BAT-specific methylation of *Hoxc10* promoter contributes to its tissue-specific gene expression repression.

## 3 Discussion

As one of the most well-studied epigenetic mechanisms, DNA methylation has been shown to be important in regulating cell differentiation [15], [24] and for defining cell lineages. Here, we present the first comprehensive and dynamic genome-wide DNA methylation landscape for both white and brown adipogenesis processes, to understand how fat cells differentiation and cell fate commitment are regulated by DNA methylation.

While gene expression profiles represent the dynamic status during cell differentiation in both BAT and WAT adipogenic models, DNA methylation profiles are consistently reflective of cell lineages. This suggests that while DNA methylation is known to regulate gene expression, its function may be better appreciated in development. Surprisingly, only 31 genes were consistently differentially methylated between BAT and WAT in the entire differentiation process. Five out of these 31 genes are *Hox* family genes that encode transcription factors that bind to DNA enhancers via homeodomain to either activate or suppress gene expression. We observed a similar differential expression pattern for *Hoxc10* in mouse primary cell lines and tissues as well as in human tissues. We also demonstrated that promoter methylation may have a direct effect in regulating *Hoxc10* expression.

Among many essential roles of the Hox genes include proper embryo development and control of cell death and cell proliferation [20], [25]. A recent study by Benton et al. [26] compared methylation changes before and after gastric bypass and weight loss human subcutaneous adipose and found significant methylation changes in *Hox* genes from multiple *Hox* clusters, suggesting the change in methylation of *Hoxc10* is clinically relevant. Collectively, our work suggests a potential pathway for how DNA methylation regulates adipogenesis via cell lineage commitment. This serves as an important and solid basis for supporting the role of DNA methylation being a stable epigenetic signature in defining brown and brown adipocyte lineage.

One limitation of our study is that brown and white preadipocytes were isolated from different fat depots. We can't preclude the possibility that the observed methylation difference between BAT and WAT might be related to their distinct localization. Studies to compare interscapular WAT covering BAT with BAT should be explored in the future.

## 4 Experimental procedures

### 4.1 Cell isolation and cell culture

Brown and white preadipocytes were isolated from interscapular brown adipose tissues and inguinal white fat depots respectively. Eight BL6 mice were sacrificed at three weeks and the harvested fat tissues were minced, collagenase digested, and fractionated. Pre-adipocytes, which were enriched at the bottom stromal vascular fractions, were collected, resuspended, and cultured to confluence. Subsequently, white and brown pre-adipocytes were induced to differentiate into mature brown and white adipocytes by exposure to differentiation medium: 10% (v/v) FBS DMEM, 850 nM insulin (Sigma), 0.5 μM dexamethasone (Sigma), 250 μM 3-isobutyl-1-methylxanthine (Sigma), and 1 μm Rosiglitazone (Sigma). 48 h later, we replaced the induction medium with maintenance medium (10% FBS, DMEM). In addition, an independent set of white pre-adipocytes was induced to differentiation in the presence of norepinephrine (1uM). Cells were harvested at days 0, 4 and 6 for both RRBS and RNA-seq library preparation.

### 4.2 Reduced representation bisulfite sequencing

A total of nine samples were included in the study. Experimental and computational procedures followed previously described methods [18], [19] with some modifications. Briefly, 1 μg of genomic DNA from each sample was digested using MspI (New England Biolabs, USA) and Taq^α^I (New England Biolabs). The digested product was subsequently purified with the QIAquick PCR Purification Kit (QIAGEN GmbH), end-repaired, 3′-end-adenylated, and adapter-ligated using TruSeq ChIP-Seq Sample Preparation Kit (Illumina, USA). Ten microliters of the RNA adapter index adapter oligonucleotides and 3 μL of ligation mix were used in a 45 μL reaction system and the ligation was performed for 10 min at 30 °C in the adapter-ligation step. Fragments with 210–290 bp size were selected by gel electrophoresis, purified, and bisulfite treated using EZ DNA Methylation-Gold Kit (Zymo Research, USA). The bisulfite converted DNA was then PCR amplified, purified by by Agencourt AMPure XP Beads (Beckman Coulter Inc.) and validated using Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Libraries were pooled together and analyzed by paired-end sequencing (2 × 75 bp) read on Illumina Hiseq (High Output Mode). The mouse July 2007 (NCBI37/mm9) genome assembly was used throughout the study. Sequencing data were deposited into the GEO database with accession number GSE80961.

### 4.3 Differential DNA methylation analysis

Differential methylation analysis was performed at both the single CpG and regional levels. Only autosome CpGs (sequencing depth ≥10) common to all nine samples were included in all subsequent analyses. Between a pair of samples, only CpGs having a methylation difference of at least 10% were selected for 2-sided fisher exact test. P values were then adjusted by the Benjamini Hochberg method. A CpG was considered significant if (i) the difference between the sample pair was at least 10%, and (ii) the FDR corrected p value < 0.05. A promoter was considered significantly differentially methylated if it contained at least two significant CpGs, both of which must be regulated in the same direction (either all hypermethylated or hypomethylated). All statistical analyses were performed using R package.

### 4.4 RNA-seq

Total RNAs from adipocytes were extracted according to Qiagen miRNeasy kit. RNA-seq libraries were prepared according to NEBNext Ultra Directional RNA Library Prep Kit for Illumina and ran on Hiseq2000 sequencer platform. The 100 bp paired-end reads were first quality checked with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), subsequently aligned to mm9, using Tophat (version tophat-2.0.11). The aligned reads were then put into Cufflinks (Version 2.1.1) to quantify gene expression into units known as fragments per kilobase of exon per million fragments mapped (FPKM). 

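Of the gene entries in the deposited table, 14581 had an FPKM of at least 1 in at least 1 of the 6 libraries of BAT and WAT on days 0, 4 and 6. Of these entries, 14021 lie on autosomes. The autosomal number was 15520 with a minimum FPKM of 0.5, 12566 with a minimum of 2, and 13864 when entries with the same symbol were summed. The libraries of norepinephrine-treated cells, which could add genes over the minimum, were not analysed here. Genes on the sex chromosomes and the mitochondrial genome stayed in the tests.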

Genes with low expression (FPKM < 1 in all samples) were removed, leaving 14,491 autosomal genes. Sequencing data were deposited into the GEO database with accession number GSE80961.

### 4.5 q-PCR

RNA was reverse transcribed into cDNA with random primers (SuperScript II Reverse Transcriptase, Invitrogen), followed by PCR amplification using gene specific primers. Sybr Green based qPCR was performed in an Applied Biosystems 7900HT Fast Real-time PCR System, using RPL23 as an internal control for normalization. Data were analyzed by the relative quantification (ΔΔ*C*_t_) method.

### 4.6 5-Aza-cytidine drug treatment

5-Aza-cytidine treatment was administered to brown and white adipocytes under three different conditions. (i) Confluent preadipocytes were induced to differentiate, and differentiating cells were incubated with 0, 2 μM and 10 μM 5-Aza-cytidine for five days. (ii) Confluent brown preadipocytes were treated with 0 μM and 10 μM 5-Aza-cytidine for three days without differentiation induction. (iii) Differentiated brown adipocytes (day 5) were treated with 0 μM and 10 μM 5-Aza-cytidine for three days.

### 4.7 Cloning and bisulfite sequencing

Total genomic DNA was isolated using QIAamp DNA Micro Kit (Qiagen). Bisulfite conversion was performed with 1 μg of the genomic DNA using EZ DNA Methylation-Gold Kit (Zymo Research), according to manufacturer's instructions. Bisulfite converted DNA was then amplified in the Hoxc10 promoter region using the following set of primers: forward, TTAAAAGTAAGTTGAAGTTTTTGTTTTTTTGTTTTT; reverse CCTCCTTTACCCAAAATCCCTTAAATA (Table S1). The PCR products were then TA-cloned into pGEM-T Easy vector (Promega, Madison, WI, USA), and positive clones with inserts were sequenced.

### 4.8 Availability of data and material

Sequencing data for DNA methylation and RNA-seq are submitted into the GEO database with accession number GSE80961.

## Funding

This work was supported by Singapore NRF fellowship (NRF-2011NRF-NRFF 001-025) to L.S. This research is also supported by the Singapore National Research Foundation under its CBRG grant (NMRC/CBRG/0070/2014 and NMRC/CBRG/0101/2016) and administrated by the Singapore Ministry of Health's National Medical Research Council.

## Author contributions

C.D. and L.S. and W.H. conceived and designed the experiment. S.Y.C. and S.J. performed the experiments. Y.C.L. performed the bioinformatics analysis. C.D., L.S., and Y.C.L. wrote the manuscript.

## Figures and Tables

**Figure 1:**
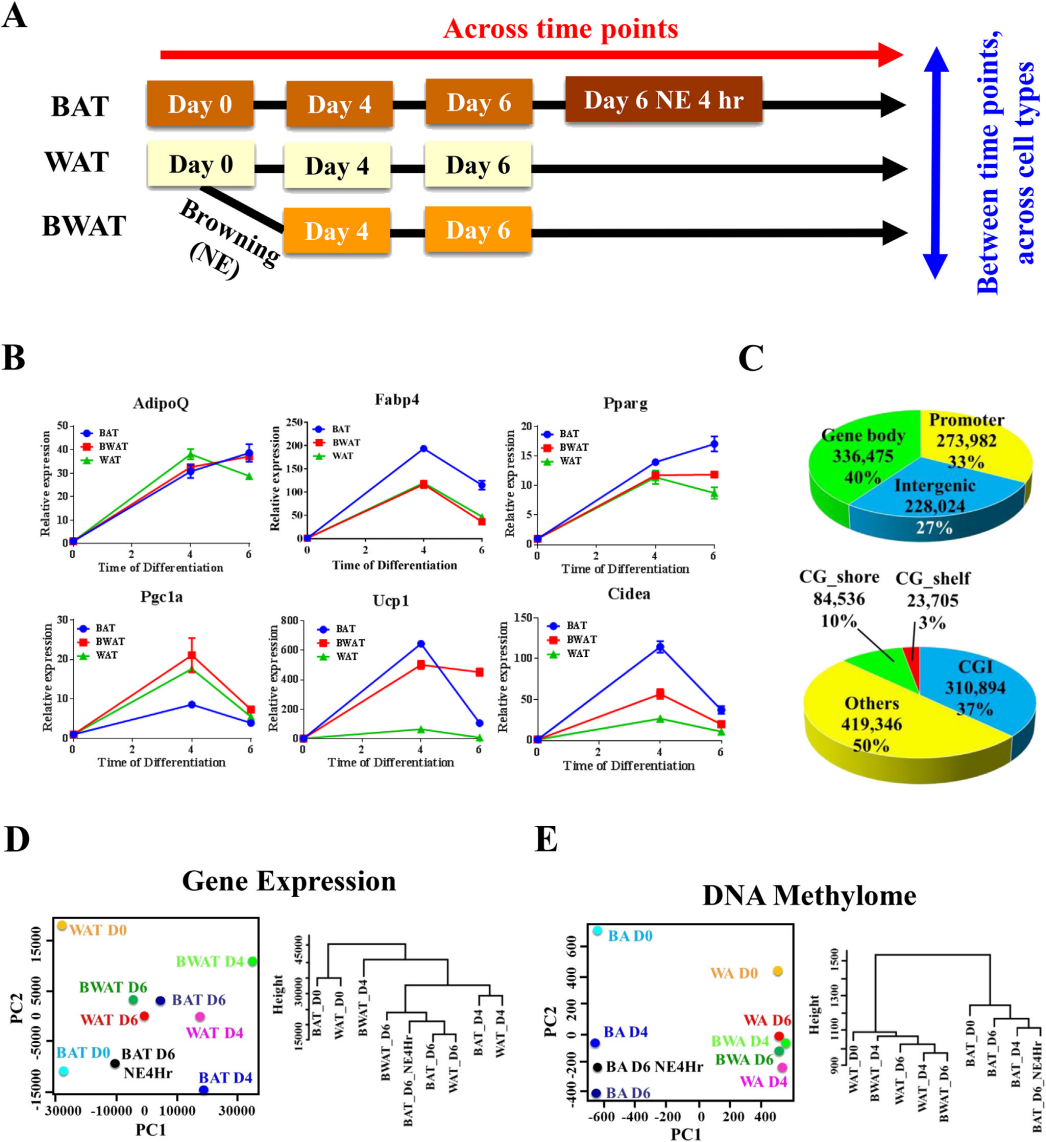
**Data overview**. (A) Study Design. BA: Brown adipocytes, WA: white adipocytes, BWA: brown induced white adipocytes. (B) Real-time quantitative PCR analyses of gene expression profiles for general adipogenic markers (top panel: AdipoQ, Fabp4 and Pparγ) and brown fat specific markers (bottom panel: Pgc1α, Ucp1 and Cidea) during brown, white, and brown-induced adipogenesis. Error bars represent mean ± SEM, n = 3. BAT: brown adipocytes, WAT: white adipocytes, BWAT: brown induced white adipocytes. (C) A total of 838,481 autosomal CpGs with sequencing depth of ≥10 for all nine samples were included in all downstream analyses. Covered CpGs were approximately uniformly distributed in promoters, gene bodies, and intergenic regions. 50% of the CpGs were located within 6 kb from annotated CGIs (CGI, CG shelf and CG shore). (D) PCA and hierarchical clustering analyses of all nine analyzed samples using gene expression from RNA-seq separated samples by states of differentiation. (E) PCA and hierarchical clustering analyses of all nine analyzed samples using DNA methylation separated samples by cell types. Average DNA methylation percentage generated by merging nearby CpGs of less than 500 bp was used.

**Figure 2:**
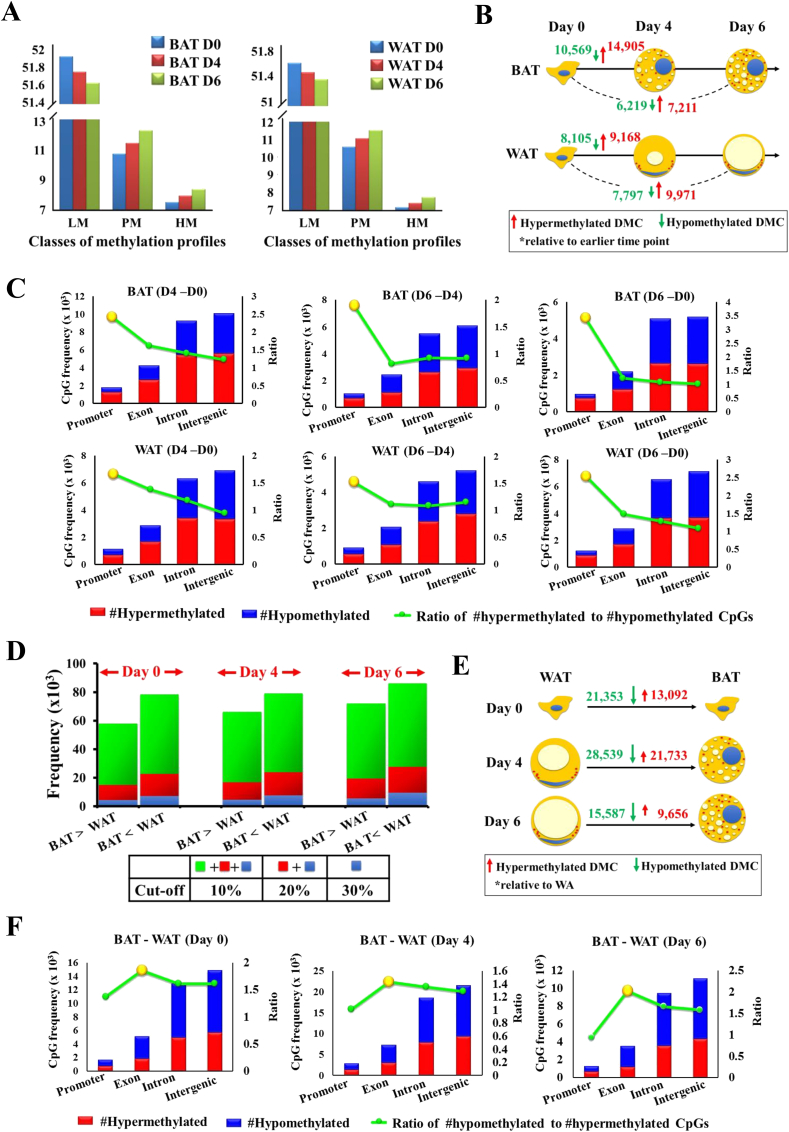
**Overall hypermethylation during adipogenesis and hypermethylation in white adipocytes than brown adipocytes**. (A) Individual CpGs grouped by methylation levels into LM (<30%), PM (30–70%) and HM (>70%) during brown (left panel) and white (right panel) adipogenesis. (B) Frequency of DMCs during brown and white adipogenesis. Comparisons were made relative to the earlier time point (i.e. day 4 – day 0, day 6 – day 0). Green arrow: hypomethylation. Red arrow: hypermethylation. (C) Proportions of significantly differentially methylated CpGs in each genomic category. DMCs were mostly located in intron and intergenic regions. Ratio between hyper- and hypomethylated DMCs given by line plot. (D) Frequencies of hyper- and hypomethylated CpGs between BAT and WAT at various days of differentiation (day 0, 4 and 6), using varying cutoffs of 10%, 20%, and 30%. (E) Frequency of DMCs during with respect to WAT at days 0, 4, and 6. Green arrow: hypomethylation. Red arrow: hypermethylation. (F) Proportions of significant differentially methylated CpGs in each genomic category. DMCs were mostly located in intron and intergenic regions. Ratio between hyper- and hypomethylated DMCs given by line plot.

**Figure 3:**
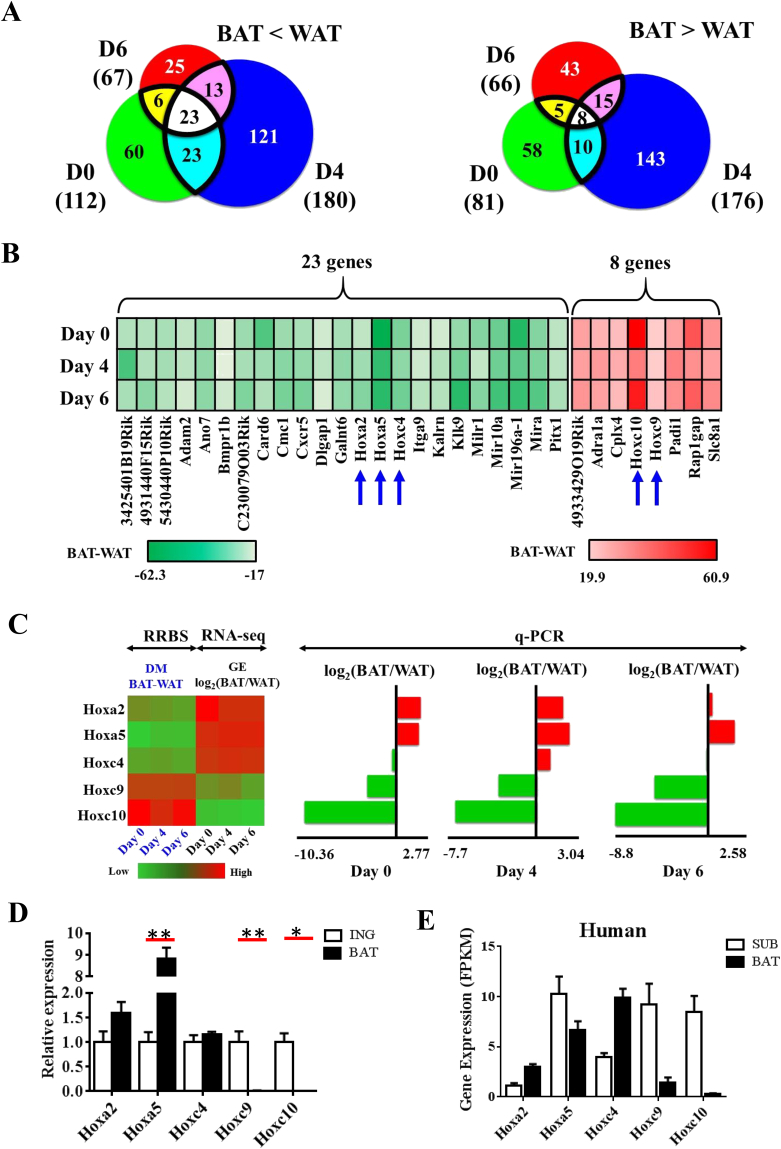
**Promoter methylation differences for five Hox genes were associated with gene expression differences between white and brown adipocytes during adipogenesis**. (A) Frequencies of overlapping DMPs between BAT and WAT at days 0, 4, and 6. DMPs were split into BAT > WAT and BAT < WAT. (B) Heatmap representation of methylation differences for gene promoters (between BAT and WAT) which were either consistently hypo or hypermethylated from day 0–6 of cell differentiation. Five *Hox* genes have been indicated by blue arrows. (C) Promoter DNA methylation difference (RRBS) with corresponding gene expression (RNA-seq) difference between WAT and BAT at days 0, 4, and 6 for five selected *Hox* genes (*Hoxa2, Hoxa5, Hoxc4, Hoxc9*, *and Hoxc10*). Gene expression difference for five selected *Hox* genes were validated with q-PCR results. (D) Expression of the five *Hox* genes in mouse inguinal and brown tissues. Error bars represent mean ± SEM, n = 4. *p ≤ 0.05, **p ≤ 0.01. (E) RNA-seq expression of the five *Hox* genes in human subcutaneous and brown tissues. Error bars represent mean ± SEM, n = 3/4.

**Figure 4:**
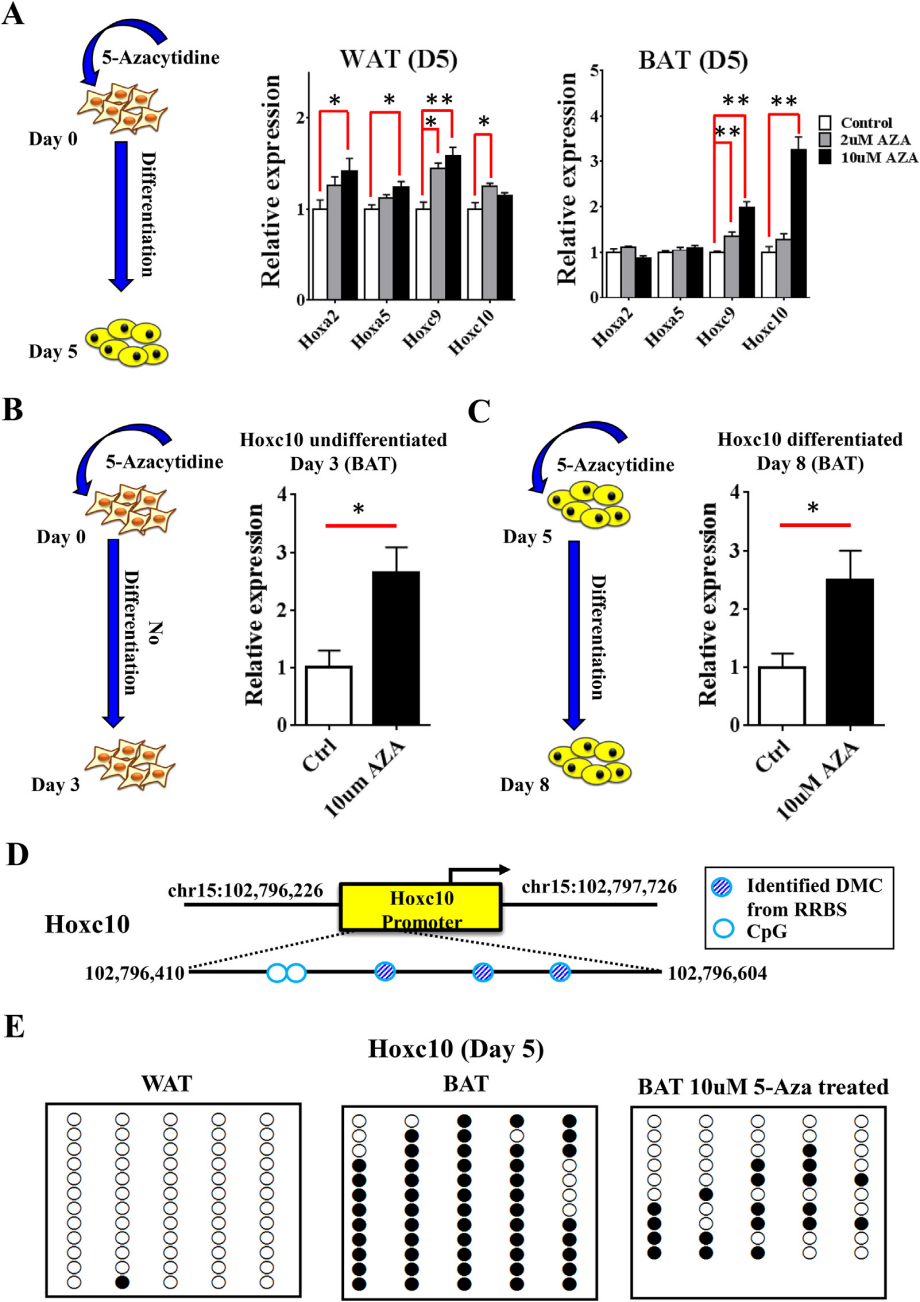
**Inhibition of DNA methylation in Hox gene promoters by 5 Aza-cytidine treatment alters gene expression**. (A) Schematic diagram of 5-Aza-cytidine treatment to BAT and WAT pre-adipocytes (left panel). Expression of Hox genes subjected to 2 μm and 10 μm of 5-Aza-cytidine treatment in BAT middle panel) and WAT (right panel) at day 5. There was a prominent elevation of *Hoxc10* gene expression in BAT brought by 10 μm 5-Aza. n = 4. (B–C) Brown pre-adipocytes were treated with 10 μm 5-Aza-cytidine and expression of Hoxc10 investigated under different differentiation conditions. (B) Undifferentiated BAT at day 3. (C) Cells treated at day 5 and harvested at day 8. Cells induced to differentiate and harvested at day 8. n = 3/4. (D) Selected *Hoxc10* promoter region for further analysis. This region spans 195bp, covering five CpG sites. Striped blue circles: CpG with significant methylation difference identified from RRBS. Open blue circles: CpG not covered in RRBS study. (E) Bisulfite treatment, cloning, and sequencing performed on white (WAT) and brown (BAT) adipocytes at day 5 in *Hoxc10* promoter confirmed hypermethylation status in BAT (relative to WAT). Bisulfite sequencing of the CpG sites before (BAT) and after 5-Aza-cytidine treatment (BAT 10 μm 5-Aza treated). Each open circle represents unmethylated cytosine and closed circle represents methylated cytosine. *p ≤ 0.05, **p ≤ 0.01.

## Appendix A Supplementary data

Table S1 Sequences of quantitative RT-PCR primers for candidate Hox genes and primer for bisulfite sequencing assay for Hoxc10. Table S1

Figure S1. **Descriptive statistics for covered CpGs in RRBS**. (A) For each sample, red bars represent the number of uniquely aligned reads, while blue bars are the non-uniquely or unaligned reads. The blue line gives the bisulfite rate for each sample. (B) The histogram gives the average number of CpGs sites for nine samples, with varying minimum sequencing depths. Error bars represents standard deviation for nine samples. (C) Combined percentage of LINE, SINE and LTR made up 78% of all 122,818 CpGs mapped to repetitive elements.

Figure S2. (A) Frequencies of hyper- and hypomethylated CpGs between BA and WA at various days of differentiation (day 0, 4, and 6), using varying cutoffs of 10%, 20%, and 30%. (B) Gene ontology analyses on the hypermethylated DMPs from day 0–4 for WA (left panel) and BA (right panel). DMPs were enriched for cell proliferation and cell differentiation in both white and brown adipogenesis. (C) Two out of top five regulatory network using DMPs between BA and WA at day 6 relative to day 0 showed functional relevance to brown adipocytes functions, (left panel) Cancer, skeletal and Muscular disorders, Tissue morphology and (right panel) Energy Production, Lipid Metabolism, Small molecule biochemistry. Genes identified in DMP list have been boxed in red.

Figure S3. (A) Gene set enrichment analysis on up-regulated genes during brown adipogenesis and white adipogenesis using RNA-seq data (Day 0 vs Day 6). (B) Gene set enrichment analysis showed that genes up-regulated in BAT compared to WAT at day 6 were enriched in mitochondrial respiratory chain and fatty acid oxidation.

Figure S4. (A) Correlation of promoter methylation changes with gene expression changes between BAT and WAT. (B) Correlation of promoter methylation changes with gene expression changes between during adipogenesis.

How the deposited data were processed for this re-analysis (not part of the article)

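RNA-seq was analysed from BAT and WAT cells on days 0, 4 and 6 of differentiation, with 1 library per condition and 6 libraries in all. The library labelled SUB in the deposited table was taken as WAT, since the white cells come from the inguinal subcutaneous depot. The authors prepared the libraries with a directional kit, aligned the reads to mm9 with TopHat 2.0.11 and computed FPKM per gene with Cufflinks 2.1.1, and the deposited values are these FPKM, with no further step stated. Of the gene IDs in the table, 97.9% are in GENCODE M1, and of those 98.8% have the same start and end there; gene types and transcript lengths come from that annotation, and coordinates are those of mm9.

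The table has 37841 entries and 34465 symbols. Where a symbol was repeated, the entry with the highest mean FPKM was kept and 3376 entries were left out. Genes with an FPKM of at least 1 in at least 1 library were tested, 14413 in all, 12695 of them protein-coding, and the values were transformed as log2(FPKM + 1). Depth was estimated from low values of single-transcript genes, of which 84.7% to 89.2% lay within 10% of a whole number of fragments; it was 8.60 to 20.1 M fragments per library. No counts were tested.

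Differences across days and cell types were tested with limma 3.58.1 in R 4.3.3, with a term for cell type and a term for day, a trend of variance with mean expression, 2 residual and 4.26 prior degrees of freedom, and Benjamini-Hochberg adjustment at 0.05. Pairs of single libraries were compared in 9 ways by a 2-fold rule with no test. For each of 43 fixed gene lists, the median difference was given with its percentile among 10000 random lists matched in 20 bins of mean expression, where percentiles of at least 97.5 or at most 2.5 stand apart. Principal components used centred genes, and trees used Euclidean distance and complete linkage. The genes named are every gene the paper names, members of the lists, and the 10 largest rises and falls per contrast among genes with an FPKM of at least 10 in at least 1 library and the same sign on each day or in both cell types; the requirement of an adjusted p under 0.05 was dropped for BAT against WAT, where too few genes passed. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

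The limma step was tested on simulated values for the 14413 genes, with 200 genes changed in each of 5 runs. The changed genes were drawn from those with a mean log2(FPKM + 1) above 2, and noise was drawn independently for each library. The limma step called 0.8%, 50.4%, 86.8% and 96.8% of genes changed by 1, 2, 3 and 4 on the log2 scale between BAT and WAT, and 0.8%, 37.6%, 84.4% and 93.2% between days 4 and 6 and day 0, with 23 and 33 false calls over the 5 runs. In the real data 3153 genes were called between days 4 and 6 and day 0, so these shares need not hold there.

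The alternatives tried were pseudocounts of 0.1 and 5, no filter, a mean FPKM of at least 5, median-ratio and TPM scaling, entries of a symbol summed, no variance trend, a 1.5-fold and a 4-fold rule, unmatched random lists, FPKM without log transformation, genes at unit variance, no term for the other factor, and each day left out. Added after the data were seen were each single library left out, the removal of a trend with transcript length (lowess, span 0.3) or with GC content, genes with no exact 0, protein-coding genes alone, and autosomal FPKM without log transformation. A further list of 20 macrophage genes was written after the fixed one had been examined and before it was tested. Lists with fewer than 3 measured genes were left out. The methylation data and the libraries of norepinephrine-treated cells were not analysed here.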

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

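The tests with genes of the TCA cycle, with smooth muscle and pericyte markers and with protein-coding genes alone were chosen only after the result was seen.

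The following results stand out because BAT moved one way and WAT the other on both days 4 and 6 relative to day 0; the difference was not tested, with 1 library per condition. *Ucp1* was higher in BAT (3.45 on day 4 and 2.22 on day 6) and lower in WAT (-0.753 and -1.08). *Gapdh* was higher in BAT (2.60 and 3.16) and lower in WAT (-0.548 and -0.516). *Hoxa2* was lower in BAT (-0.370 and -0.125) and higher in WAT (0.467 and 0.615), where its day 0 value corresponds to approximately 2.03 fragments. *Pecam1* was at 0.0565 and 0.383 in BAT, which turn negative as TPM (-0.25 and -0.01), and at -1.26 and -0.917 in WAT. *Rpl23*, the internal control of the q-PCR in the paper, was at 0.0379 and 0.478 in BAT, which turn negative as TPM (-0.46 and -0.19), and at -1.26 and -1.34 in WAT. The median of 7 beige adipocyte markers was -0.218 and -0.124 in BAT and 0.194 and 0.691 in WAT. None of these beige medians stood apart from random lists (percentiles 63.0 and 74.0 in BAT, 85.3 and 97.2 in WAT). The median FPKM of the beige list was low, from 0.231 to 0.744 in BAT and from 1.26 to 1.60 in WAT. The median of the 4 measured skeletal muscle markers, of 18 listed, was 0.629 and 1.86 in BAT and -0.589 and -0.534 in WAT. Of these muscle medians, only that of BAT on day 6 stood apart from random lists (percentile 99.96). The others lay at percentiles 94.8 in BAT on day 4 and 20.6 and 13.9 in WAT.

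On day 0 genes of complex I were lower in BAT than in WAT, with a median of -1.39, and on day 6 they were higher. A bias of GC content is argued against, since the median is -1.43 with that trend removed. For a shift of all genes by a few abundant RNAs, the median of the TCA cycle was 0.055 (-0.181 after median-ratio scaling). That comparison cannot decide, since TCA cycle transcripts are longer (median length 2702, against 1014 for complex I) and the difference followed length. With the length trend removed the TCA cycle stood at -0.228. A bias of transcript length in a day 0 library and a difference between the preadipocytes cannot be told apart: with the length trend removed the complex I median was -0.656, between the values set beforehand for either, and the trend is confounded with the library. The WAT day 0 library was also the shallowest and the one with the highest share of ribosomal protein genes. A difference between brown and white preadipocytes stays open and was not tested.

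Macrophage genes were higher in WAT than in BAT on all 3 days. A second list of 20 macrophage genes, none of them in the first list and 17 of them measured, had medians of -1.03, -0.74 and -1.35 on days 0, 4 and 6, each at percentile 0.0 of matched random lists, and 9 were called by limma over the list alone (0 without day 4, 6 without day 6 and 14 without day 0). On day 6, smooth muscle and pericyte markers had a median of -0.179, against -1.58 for the first macrophage list. This argues against a lower share of adipose cells in WAT that raised every other cell type alike. A lower share that carries part of the difference is not argued against. On day 6 preadipocyte and stromal markers stood at -0.392 (percentile 0.21), matrix genes at -0.590 (percentile 0) and general adipocyte markers at 0.231 (percentile 99.5). No such argument holds on day 0, when smooth muscle and pericyte markers stood at -0.844 (percentile 0.35) and endothelial markers at -1.09 (percentile 0.04), beside -0.476 for the macrophage list. On day 4 smooth muscle stood at -0.286 (percentile 1.04). Macrophages carried along from the stromal vascular fraction, for which the methods name no sort, may account for the difference; *Lyz2* was the highest of the markers called, at 193 FPKM in WAT on day 6. Expression of these genes by white adipocytes themselves stays open and was not tested, and no sorted cells are among the samples.

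Whether the libraries of days 4 and 6 pair by cell type or by day changed with the scale. On FPKM without log transformation, the 20 genes of highest mean FPKM carried 76.6% of the squared distances, and without them BAT on day 6 was still nearest to WAT on day 6 (13650, against 22030 to BAT on day 4), but WAT on days 4 and 6 lay nearer to each other (12080), so whether these genes decide the pairing stays open. On the log2 scale, loci other than protein-coding genes were 11.9% of the tested genes and carried 64.5% of the squared distance between BAT and WAT on day 4, 46.6% on day 6, 41.6% between the BAT and 51.8% between the WAT libraries of days 4 and 6; over protein-coding genes alone the ratio of same-day to within-cell-type distances on days 4 and 6 was 0.969, against 1.07 over all genes. These loci may therefore decide the pairing by cell type, and whether their levels are biological or come from the estimation of short RNAs in single libraries stays open.

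For the 815 genes at an unadjusted p under 0.05 between BAT and WAT, 3 libraries against 3 make 10 splits, which are too few for a share under 0.05. With the real split included, 3 splits gave a number as large, and the highest other gave 5051. Among the splits that keep each day on both sides, as the term for day requires, the real one gave the most, 815. The others gave 545, 401 and 72. These splits are fewer still, so they too cannot give a share under 0.05. In the 2 splits with 5051, both libraries of day 4 stand on one side and both of day 6 on the other, so with a term for day the comparison rests on the 2 libraries of day 0, which is a structure of the samples.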

How the results depend on the processing

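The settings with a length trend removed, with no exact 0, with protein-coding genes alone, with autosomal FPKM and without single libraries were tests chosen only after the result was seen. Of the main results, 317 values stayed the same by the rules for a direction, a threshold or a 1.5-fold range, 55 moved and 2 came to pass the threshold. Of the values for single lists and genes and for the ratio of days 4 and 6, 3500 stayed the same, 123 came to pass the threshold, 90 no longer passed it and 26 changed direction. The share of variance by day exceeded that by cell type in every setting. Complex I and mitochondrial fatty acid oxidation kept their direction on day 6 against day 0, and in BAT against WAT on day 6, in every setting run for lists. Fragment counts were not analysed here, so depth limits the low genes in an unknown way, and the lowest depth was that of WAT on day 0.

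Genes called between BAT and WAT were 0, but 1 (*Hoxc10*) with the length trend removed and 2 (*Hoxc10* and *Hoxa10*) among protein-coding genes alone; leaving out libraries or days gave 0 to 9. *Hoxc10* passed there, with log2 differences of -4.32 (adjusted p = 0.0491 from limma) and -4.36 (adjusted p = 0.0128 from limma), and its adjusted p ran up to 0.889 over the alternatives (1.00 without WAT on day 4), with a log2 difference without day 4 of -4.38. Genes called between days 4 and 6 and day 0 were 3153, and 1834 with no filter; leaving out single libraries gave 439 to 4738. Between days 4 and 6 there were 0, but 2 with a pseudocount of 0.1 (*Snord118* and AL670236.2) and 1 among protein-coding genes (*Elovl3*), named after their values were seen. The main fit compares BAT with WAT within each day through its term for day, and the labels name no shared culture. A fit with no term for the other factor, the setting no replicate block, called 0, 3046 and 0 genes in the 3 comparisons, with 275 genes at an unadjusted p under 0.05 between BAT and WAT against 815. The cause of these changes was not tested.

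Genes past the 2-fold rule moved as the rule and the floor moved. In the order BAT days 4 and 6 and WAT days 4 and 6 against day 0, day 6 against day 4 in BAT and WAT, and BAT against WAT on days 0, 4 and 6, they were 5802, 5976, 4900, 4681, 932, 948, 4855, 950 and 848, with a pseudocount of 5 they were 3327, 3313, 2697, 2435, 339, 319, 2290, 294 and 265, and with a 4-fold rule 2091, 1973, 1492, 1257, 116, 179, 798, 170 and 156. With a 1.5-fold rule they were 8778, 7901, 7836, 3158, 3066, 8269, 3215 and 2318, BAT on day 6 against day 0 staying within 1.5 times. With a mean FPKM of at least 5 they were 3647, 3711, 3062, 565, 520, 2897, 484 and 425, WAT on day 4 staying within 1.5 times. With a pseudocount of 0.1, day 6 against day 4 in BAT and WAT, and then BAT against WAT on days 4 and 6, gave 2138 and 2163 and 2195 and 1914. With the length trend removed, day 6 against day 4 in WAT gave 544, and BAT against WAT 2564, 556 and 561. As TPM, BAT against WAT on day 0 gave 7294. On day 4 it gave 630 with no exact 0 and 599 among protein-coding genes.

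The ratio of same-day to within-cell-type distance on days 4 and 6 turned from above to below 1 with FPKM not log transformed (0.736), unit variance (0.948), the length trend removed (0.979), no exact 0 (0.954), protein-coding genes alone (0.969) and autosomal FPKM not log transformed (0.766).

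These list medians, which stood apart from random lists in the main setting, and *Hoxa2* changed direction. The cause was not tested. Other medians and gene values are not listed here, though some also turned, as given above. After median-ratio scaling, complexes II to IV in BAT against WAT on day 4 gave -0.0633 and the TCA cycle on day 0 -0.181 (-0.228 with the length trend removed). As TPM, the cell cycle in BAT against WAT on day 0 gave 0.0772, skeletal muscle markers in BAT on day 6 against day 4 -0.0188, cytosolic ribosomal proteins in BAT on day 6 against day 0 -0.385, histone genes there -0.0550, and *Hoxa2* on days 4 and 6 against day 0 -0.0466. With the length trend removed, the ribosomal proteins gave -0.559, and histone genes in BAT on days 4 and 6 against day 0 -0.0798 and -0.302. Against unmatched random lists, the ribosomal protein median of 0.287 went from percentile 0.06 to 99.9. Brown markers in WAT on day 6 against day 4 gave 0.00401 with a pseudocount of 5 and 0.0472 with a mean FPKM of at least 5. *Hox* cluster A gave, with no filter, 0.00333 in WAT on day 6 against day 4 and -0.0378 in BAT against WAT on day 6, and with a mean FPKM of at least 5, 0.0421 in the same WAT comparison and -0.537, -0.299 and -0.714 in BAT against WAT on days 0, 4 and 6.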

Differences from the paper's values

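The setting with autosomal FPKM that was not log transformed, and those with protein-coding genes alone, with no exact 0 and with the length trend removed, were tests chosen only after the result was seen. The values set beside the paper's by size were its number of autosomal genes and the joins of its tree, read by eye. None differed by more than 1.5 times. For the joins, the nearest scale was chosen after the values were seen, so their closeness is not a test. The pairing in the tree and the direction of *Ucp1* and *Pparg* in WAT, given below, did differ. The paper's number of autosomal genes over an FPKM of 1 is 14491, over 9 samples, and that in the 6 libraries is 14021.

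The paper's tree of the transcriptome (Figure 1D) pairs BAT with WAT within day 4 and within day 6. Over all tested genes as log2(FPKM + 1), the tree paired BAT days 4 and 6 and WAT days 4 and 6, while the day 0 libraries stood together and apart in both. The paper's text does not name the scale of its tree. On autosomal FPKM that was not log transformed, the distances between BAT and WAT were 34610 on day 0, 28660 on day 4 and 16280 on day 6, beside joins at about 35000, about 29000 and about 17000 in Figure 1D, read by eye, and that setting was chosen after seeing the values. On that scale BAT and WAT of day 6 joined first, as they did on FPKM of all genes and with unit variance, both planned, but WAT of day 4 then joined this pair, not BAT of day 4. Both days paired by day among protein-coding genes alone, with no exact 0 and with the length trend removed, all chosen after seeing the values.

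For its markers by q-PCR, the paper shows a rise from day 0 of *Adipoq*, *Fabp4*, *Pparg* and *Cidea* and a peak of *Pgc1α* on day 4 (Figure 1B). The RNA-seq values moved the same way for these: *Fabp4* went from 297 to 41440 and 26710 FPKM in BAT and from 1052 to 42700 and 22120 in WAT, and *Ppargc1a*, which encodes Pgc1α, was at 2.15, 4.79 and 1.67 in BAT and at 1.36, 2.87 and 1.72 in WAT. For *Ucp1* in WAT, Figure 1B shows a rise on day 4, whereas the FPKM was 1.49, 0.477 and 0.175 on days 0, 4 and 6. For *Pparg* in WAT, Figure 1B shows a fall from day 4 to day 6, whereas the FPKM was 110 on day 4 and 171 on day 6. These genes have no replicate in the RNA-seq.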

Other observations

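The test of position along the *Hox* clusters was chosen only after the result was seen.

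Other programmes moved with differentiation. Of 34 measured cell cycle genes, 26 fell from day 0 to days 4 and 6 by limma with Benjamini-Hochberg adjustment (31 when adjusted over the list alone; 24 and 22 over the list alone, and 0 over all genes, without BAT or WAT on day 4). Of 18 genes of glycolysis, 13 rose (14 over the list alone, and 11 over it without BAT or WAT on day 4, when 1 passed over all genes; 7 over all genes without BAT on day 6), and the list medians on day 6 were 2.57 above day 0 in BAT and 1.63 in WAT. Of 75 mitochondrial ribosomal protein genes, 43 rose (0 without BAT or WAT on day 4, 16 without BAT on day 6 and 73 without WAT on day 0; 56 over the list alone; 0 and 34 over it without BAT or WAT on day 4, and 35 without BAT on day 6). Of 17 genes of the DNA methylation machinery, *Dnmt1*, *Uhrf1* and *Gadd45b* fell (5 over the list alone). *Dnmt1*, the maintenance methyltransferase, went from 14.2 to 2.04 FPKM in BAT by day 6 and from 7.66 to 2.37 in WAT, a log2 change of -1.77 (standard error 0.35, adjusted p = 0.0165 from limma), and its adjusted p was 0.174 without BAT on day 4, 0.141 without WAT on day 4, 0.0544 without BAT on day 6 and 0.0703 without BAT on day 0. *Dnmt3a* was at 6.09 and 3.95 FPKM in BAT and at 5.96 and 5.52 in WAT on days 0 and 6. None of the calls of *Dnmt1*, *Uhrf1* and *Gadd45b* held without BAT or WAT on day 4.

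Across days, limma called 0 of 21 interferon response genes and 0 of 18 inflammation genes between BAT and WAT (1 and 5 at an unadjusted p under 0.05). Without BAT on day 0, 3 interferon response genes were lower in BAT over the list alone. The median of 21 interferon response genes on day 6 relative to day 0 was -0.99 in BAT and 1.19 in WAT, and BAT stood 1.25 above WAT on day 0 and at -0.93 on day 6; this difference in change between the cell types was not tested. The median of the macrophage markers rose as well in WAT, by 1.51 from day 0 and by 1.08 from day 4 to day 6, and by 1.37 and 0.31 in BAT, and whether macrophages carry part of the interferon change was not tested. In both cell types together, 9 of the 18 inflammation genes fell and 2 rose on days 4 and 6 by limma (4 and 0 without BAT or WAT on day 4, 8 and 0 without BAT on day 6, and 10 and 1 without WAT on day 6), with *Saa3* falling most, by 4.83 on the log2 scale, and *Lcn2* and *C3* rising. Of 18 genes used as references in expression studies, 3 rose and 4 fell, with *Actb* and *Tubb5* among those that fell and *Pgk1* and *Hprt* among those that rose, and none was called without BAT or WAT on day 4, 3 and 2 without BAT on day 6 and 5 and 5 without WAT on day 0. *Rpl23* was at 763, 783 and 1063 FPKM in BAT and at 3169, 1320 and 1249 in WAT on days 0, 4 and 6.

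Along the *Hox* clusters, the 28 measured genes may follow their position: the Spearman correlation across genes of gene number with the mean difference of BAT from WAT was -0.725 (Pearson -0.71, two-sided permutation p = 3e-05 from 100000 permutations), and genes are not independent replicates. Of 16 genes numbered 1 to 6, 11 were higher in BAT on all 3 days and 0 in WAT, with a median difference of 0.92. Of 10 numbered 8 to 13, 2 were higher in BAT and 7 in WAT on all 3 days, with a median of -0.86. The pattern was found and tested in the same libraries and remains a hypothesis, and an origin of the cultures from different positions along the body axis was not tested.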
